A study of Mus musculus with 18 samples. Its data were reported in "Hepatic mRNA, microRNA, and miR-34a-Target responses in mice after 28 days exposure to doses of benzo(a)pyrene that elicit DNA damage and mutation" (2011).

How the data were processed

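Hepatic miRNA was profiled in male Muta™Mouse, a transgenic mouse that carries a bacterial lacZ gene as a target for scoring mutations. The animals had received benzo(a)pyrene (BaP), a polycyclic aromatic hydrocarbon that is converted in the liver to DNA-binding metabolites, or the olive oil vehicle. BaP was given by gavage for 28 days at 25, 50 or 75 mg/kg/day, and liver was collected 3 days after the last dose. The labels give the age of the mice as 25 weeks. Per the labels, 18 arrays were grouped by dose into 3 vehicle controls and 5 animals at each dose, with 1 array per animal. Other control animals are not analysed here. The labels carry no replicate numbers, so the numbers used below only name arrays.

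The authors labelled small-RNA-enriched total RNA with cyanine 3, hybridised each sample to a 1-colour Agilent mouse miRNA array and extracted the images with Agilent Feature Extraction version 10.7.3.1, per the file headers. The deposited scanner values are spot intensities on a linear scale, not normalised between arrays. Each array held 12493 spots, of which 11540 were not controls and 672 were negative controls. The non-control spots carried 1712 probes for 576 names, of which 566 were mouse miRNAs and 10 were miRNAs of a murine herpesvirus (prefix mghv). The authors also deposited a table of 1 value per miRNA name and array. Its scale was found by setting each column against the log2 median signal of the same array over 574 names: the correlation across names lay between 0.990 and 1.000, so the deposited values were read as log2 signal without background subtraction. The column medians lay between 5.74 and 5.76. The centring that gave these medians stays unknown. This table was used as an alternative only.

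From the methods of the study, the main processing took the signal without background subtraction, the cyclic loess, the median over replicate spots, the slide as a block and the threshold. The removal of outlier spots, the mean over probes, the background flag used for presence and the use of limma are choices made here. The median signal of each spot was used without background subtraction, control spots were left out, and the log2 values were normalised between arrays by cyclic loess over spots (limma, method "fast"). Spots that Feature Extraction had marked as non-uniform or as population outliers were then removed, which took between 1.91% and 3.84% of the spots of an array. No spot was saturated. The median over the spots of a probe was taken, and then the mean over the probes of a miRNA that were present. A probe was present on an array when a share of at least 0.5 of its spots was well above background by the scanner's flag, present in a group when a share of at least 0.8 of the arrays met this (4 of 5, or 3 of 3 controls), and kept when present in at least 1 group. This left 112 probes of 69 miRNA names, 1 of them viral. No subset of probes was chosen by outcome. Because background was not subtracted, log2 changes of dim probes are smaller than those of the RNA itself would be, and a probe not well above background has only a bound, given as "at least N-fold". The bound sets the mean of the dosed group against the mean, over the controls, of the higher of the probe's own signal and the lowest signal among probes well above background on that control.

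The arrays came from 3 slides, and the scan dates gave the same partition. Slide 1 held 7 arrays (1 control and 2 of each dose). Slide 2 held 4 arrays (2 at 50 and 2 at 75 mg/kg/day, with no control). Slide 3 held 7 arrays (2 controls, 3 at 25, 1 at 50 and 1 at 75 mg/kg/day). Slide was a block in the methods of the study and a fixed block in every main comparison here. Linear models were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 to all 18 arrays, with a shared estimate of the spread; tests were two-sided and P-values were adjusted by the Benjamini-Hochberg procedure over the 69 miRNAs. The threshold was an adjusted P of 0.05, and the number also changed over 1.5-fold is given beside it. The trend over dose is a slope per 25 mg/kg/day. The methods of the study used MAANOVA with residual shuffling, and a permutation P from 100 shuffles of the residuals was run as an alternative. For miR-34a, an exact permutation test of the normalised log2 values, without slide, is given beside the limma result, with the same test restricted to shuffles within slides, which was added after the values were seen. The share of variance explained by dose was computed after slide means were removed and tested by 100000 shuffles of the dose labels within slides. The share of miRNAs changed less than 1.2-fold has a jackknife standard error over the 18 arrays.

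The miRNAs named were set by a rule: miR-34a, its family members and miR-122 always; then up to 5 miRNAs with the largest change among those past the threshold, or, where fewer than 3 passed, the 3 with the smallest P. A list of 20 miRNAs tied to p53 in general knowledge (members of the miR-34, miR-192, miR-194, miR-215, miR-15, miR-16, miR-29, miR-143, miR-145 and miR-200c families with miR-22, miR-107 and miR-203) and a list of 9 blood cell miRNAs were tested with fry and camera of limma. The fry results for both lists and for the p53 list without miR-34a were adjusted over 9 tests. The design, the tests, the lists, the rule for names and the first set of alternatives were fixed before the data were examined. The alternatives changed the normalisation, the signal column, the summary over probes, the filter, the treatment of slide, the variance model and the arrays included; 16 of that set and 4 chosen after seeing the data were run on all arrays, and each array was left out in turn.

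The fit was tested on simulated data: for the comparison of 75 mg/kg/day with control over 69 miRNAs, with 10 changed in each of 100 simulations, 71.9% of 1.2-fold changes, 95.1% of 1.5-fold changes and 99% of 2-fold changes were recovered, and between 3.32% and 4.59% of the calls were false. The simulated noise was normal, independent between miRNAs, of the fitted spread and added to values already normalised. Normalisation, background left in the signal and noise shared between miRNAs were thus not tested, and recovery in the real data may be lower. The number of arrays limits the precision, in particular the 3 controls. Names of miRNAs are those of the array files, given without the prefix mmu. The files name no genome build, so no genome position is given. Figures were drawn with matplotlib 3.10.9.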

Results

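MicroRNA signal was measured in livers of 18 male Muta™Mouse, 3 given vehicle and 5 given BaP at each of 3 doses, on 1 array per animal. The median signal of the non-control spots lay between 39.5 and 50.5 on slide 1, between 63 and 69 on slide 2 and between 58 and 64 on slide 3. Between 5.72% and 16.5% of the spots of an array were well above background. Agilent's software called between 57 and 144 names detected per array. By group, 98 ± 17 names (SD, n = 3) were detected in controls, 96.8 ± 35.5 (SD, n = 5) at 25, 97.2 ± 12.6 (SD, n = 5) at 50 and 93.2 ± 8.56 (SD, n = 5) at 75 mg/kg/day, so the groups differed by less than the spread between replicates. No pair of arrays held identical values, and 42 miRNAs were present on all 18 arrays. Of the 69 miRNAs tested, the normalised log2 signals of any pair of arrays correlated across miRNAs between 0.929 and 0.998 (miRNAs are not independent replicates). Slide explained 61.4% of the total variance of these 69 miRNAs.

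The question of the dose comparisons was whether BaP doses that damage hepatic DNA change miRNA levels. At 25 mg/kg/day, 0 of 69 miRNAs passed the threshold against control with limma, and 7 had an unadjusted P under 0.05. The permutation P from residual shuffling also gave 0. The alternative that moved this count most was the table of values the authors deposited, which gave 7 miRNAs, all lower at 25 mg/kg/day. In that table the median log2 change of all 69 miRNAs was -0.11, against -0.02 in the main processing. Tested over all of its names, that table gave 1 miRNA higher and 1 lower. The miRNAs with the smallest P were miR-322, which fell by 0.18 ± 0.06 on the log2 scale (SE; adjusted P = 0.317; below every control of its slide in 5 of 5 arrays), miR-27b, which rose by 0.13 ± 0.04 (SE; adjusted P = 0.317; above them in 5 of 5) and miR-34a. None of these was past the threshold. Within slides 1 and 3 the differences were -0.20 and -0.18 for miR-322 and 0.26 and 0.06 for miR-27b. Without control replicate 3 the count was 1 (miR-322).

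At 50 mg/kg/day, 2 miRNAs passed the threshold, 1 higher (miR-34a) and 1 lower (let-7c), and 11 had an unadjusted P under 0.05. Only miR-34a was also changed over 1.5-fold. Let-7c fell by 0.21 ± 0.05 on the log2 scale (SE; adjusted P = 0.0458; below every control of its slide in the 3 of 3 arrays that share a slide with controls). Within slides 1 and 3 its difference was -0.29 and -0.11. It was past the threshold in 6 of the 18 fits that left out 1 array, namely those without control replicate 3, replicates 1, 2 or 3 at 25 mg/kg/day, replicate 5 at 50 mg/kg/day or replicate 1 at 75 mg/kg/day. In each of the other 12 fits the count was 1 (miR-34a). The count was 4 without control replicate 3 and without replicate 3 at 25 mg/kg/day. The third miRNA by P, miR-199a-3p, fell by 0.16 ± 0.05 and was not past the threshold (adjusted P = 0.0880).

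At 75 mg/kg/day, 4 miRNAs passed the threshold, 1 higher and 3 lower, and 18 had an unadjusted P under 0.05. Only miR-34a was also changed over 1.5-fold. Let-7c fell by 0.27 ± 0.05 on the log2 scale (SE; adjusted P = 0.00533), miR-10a by 0.25 ± 0.06 (adjusted P = 0.0122) and miR-199a-3p by 0.22 ± 0.05 (adjusted P = 0.00931). On slides 1 and 3, each of the 3 was below every control of its slide in 3 of 3 arrays. The other 2 arrays at this dose were on slide 2, which held no control. Within slide 1 the differences from the single control were -0.39 for let-7c, -0.28 for miR-10a and -0.24 for miR-199a-3p, and within slide 3, with 1 array at this dose and 2 controls, they were -0.19, -0.31 and -0.13. Without control replicate 1, the only control of slide 1, the count dropped to 1 and none of the 3 remained past the threshold (adjusted P = 0.101 for each, with changes of -0.21, -0.24 and -0.20 for let-7c, miR-10a and miR-199a-3p). MiR-10a was also not past it without replicate 5 at 75 mg/kg/day (-0.21, adjusted P = 0.0606). The count was 9 without replicate 1 at 25 mg/kg/day and 7 without control replicate 3. Scaling moved the split of higher and lower calls: centring array medians gave 1 higher and 0 lower, the processed signal 4 and 0, Agilent's total gene signal 9 and 0. These scalings moved the median log2 change of all miRNAs from -0.03 to -0.25, 0.10 and 0.18, and the authors' table to -0.11. Relative to that median, the 3 lower miRNAs lay at -0.10 or below under each of 4 other scalings (quantile, array medians, processed signal and total gene signal).

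**Figure D1:**
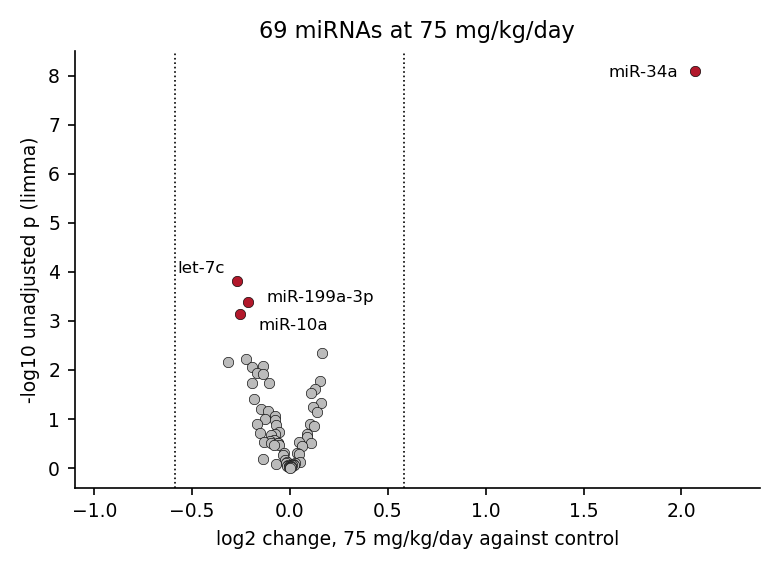
Each point is 1 of the 69 miRNAs tested at 75 mg/kg/day against control, with the log2 change on the x axis and -log10 of the unadjusted P from limma on the y axis. Red points passed an adjusted P of 0.05, dotted lines mark a 1.5-fold change, and miR-34a is the single red point outside them.

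The signal of miR-34a, a miRNA transcribed in response to p53, was 5.92 ± 0.29 on the log2 scale in controls (SD, n = 3), 6.33 ± 0.44 at 25 (SD, n = 5), 6.92 ± 0.18 at 50 (SD, n = 5) and 7.82 ± 0.18 at 75 mg/kg/day (SD, n = 5). With slide in the fit, the change from control was 0.43 ± 0.17 at 25 mg/kg/day (SE; adjusted P = 0.378), 1.17 ± 0.18 at 50 mg/kg/day (SE; adjusted P = 0.000714) and 2.07 ± 0.18 at 75 mg/kg/day (SE; adjusted P = 5.4e-07). These are changes of the signal with its background. Neither miR-34a probe was well above background on all 3 controls, so fold changes are given below as bounds for each probe. The alternative that moved these values most was Agilent's total gene signal, which is background-subtracted, with log2 changes of 1.58, 3.59 and 5.05. The exact two-sided permutation test that ignores slide gave P = 0.214 at 25 and P = 0.0179 at both 50 and 75 mg/kg/day. The last is the smallest P that the 56 splits of 3 against 5 arrays allow. All 5 arrays at 50 and all 5 at 75 mg/kg/day lay above each control, as did 3 of 5 at 25 mg/kg/day. Against the controls of the same slide, 5 of 5 arrays at 25 mg/kg/day were higher, as were 3 of 3 at 50 and 3 of 3 at 75 mg/kg/day. An exact two-sided permutation test within slides, chosen after the values were seen, gave P = 0.0333 at 25 mg/kg/day, the smallest that its 30 arrangements allow, and limma with slide in the fit gave P = 0.0199 there before adjustment. At 50 and 75 mg/kg/day the exact test within slides gave P = 0.111, the smallest that 9 arrangements allow, so it cannot reach 0.05. At 25 mg/kg/day the call thus depended on slide and on the adjustment over all miRNAs. On slide 1 the difference from control was 0.25 at 25, 1.29 at 50 and 2.32 at 75 mg/kg/day, and on slide 3 it was 0.56, 0.84 and 1.83. Slide 2 held no control.

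**Figure D2:**
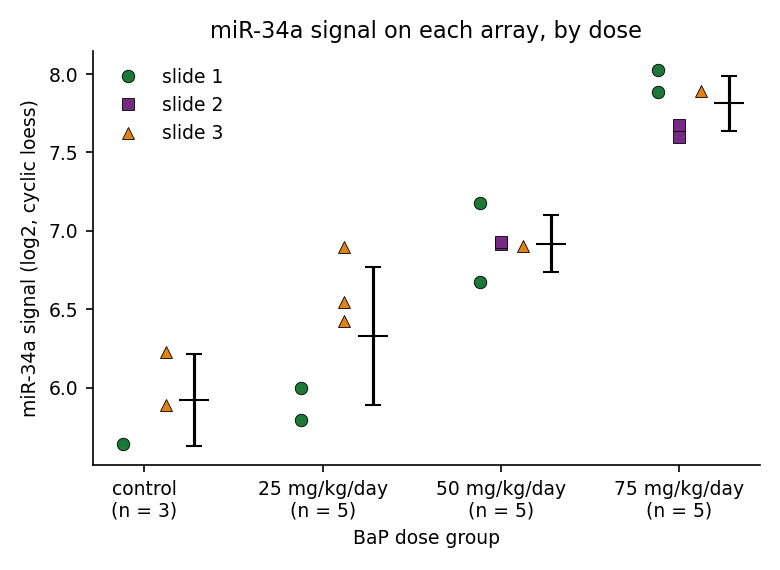
Normalised log2 signal of miR-34a on each of the 18 arrays by BaP dose group, with marker shape and colour giving the slide and bars giving the mean ± SD of each group. All arrays at 75 mg/kg/day lie between 7.60 and 8.03, above all arrays of the other groups.

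The array carries 2 probes for miR-34a, and they gave changes of different size. The dimmer probe was well above background on 0 of 3 controls, on 1 of 5 arrays at 25 mg/kg/day and on all arrays at 50 and 75 mg/kg/day. It rose at least 1.53-fold at 50 and at least 2.59-fold at 75 mg/kg/day. The brighter probe was well above background on 2 of 3 controls and on 4 of 5 arrays at 25 mg/kg/day. Its signal was 1.43-fold, 2.46-fold and 5.02-fold that of controls at the successive doses. For this probe the bound equalled the measured fold. The folds of both probes set group means against each other without slide, and no error is given for them. At 25 mg/kg/day the miR-34a change was not past the threshold. No probe of the family members miR-34b-3p, miR-34b-5p, miR-34c or miR-34c* was well above background on any of the 18 arrays, so no change is given for them. The abundant hepatic miR-122 changed by 0.15 ± 0.09, -0.02 ± 0.10 and 0.11 ± 0.10 (SE) at the 3 doses, within the spread between replicates (adjusted P = 0.524, 0.920 and 0.4998). Arrays above every control of their slide numbered 4 of 5, 2 of 3 and 2 of 3, and no direction is called.

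Between 75 and 25 mg/kg/day, 2 miRNAs passed the threshold and 9 had an unadjusted P under 0.05. MiR-34a was higher by 1.63 ± 0.16 (SE; adjusted P = 2.24e-06), with 5 of 5 arrays above every array at 25 mg/kg/day and an exact two-sided permutation P of 0.00794, the smallest that the 252 arrangements allow. The difference was 2.06 within slide 1 and 1.27 within slide 3, with an exact two-sided permutation P within slides of 0.0417, the smallest that 24 arrangements allow. Let-7c fell by 0.19 ± 0.05 (SE; adjusted P = 0.0449; 3 of 3 arrays below every array at 25 mg/kg/day on the same slide), with differences of -0.25 and -0.13 within slides 1 and 3. Its call held in 5 of the 18 fits that left out 1 array, those without control replicate 3, replicates 1 or 4 at 25 mg/kg/day, replicate 5 at 50 mg/kg/day or replicate 4 at 75 mg/kg/day. The count was 7 without replicate 1 at 25 mg/kg/day. The third by P, miR-15b, rose by 0.15 ± 0.04 and was not past the threshold (adjusted P = 0.0778).

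A linear trend over dose was past the threshold for 7 miRNAs, 2 higher and 5 lower, with 16 at an unadjusted P under 0.05. The slope of miR-34a was 0.71 ± 0.06 log2 units per 25 mg/kg/day (SE; adjusted P = 1.19e-07). Slopes of the others were small: miR-26b fell by 0.10 ± 0.03 (adjusted P = 0.0466), let-7c by 0.09 ± 0.02 (adjusted P = 0.00135), miR-10a by 0.08 ± 0.02 (adjusted P = 0.00629) and miR-199a-3p by 0.07 ± 0.01 (adjusted P = 0.00384). MiR-15b (higher) and miR-130a (lower) are outside the rule for names and were chosen after their values were seen. Their trends were past the threshold in 16 and 6 of the 18 fits that left out 1 array. For miR-26b the difference at 75 mg/kg/day was -0.68 within slide 1 and -0.09 within slide 3, so its size rested on the single control of slide 1. Its trend was past the threshold in 9 of the 18 fits that left out 1 array, and was not past it without control replicate 1. The count was 4 without replicate 1 at 75 mg/kg/day. The lower trends also depended on scaling. No lower trend was past the threshold with array medians centred, the processed signal or total gene signal. With total gene signal all 13 trends past it were higher. Let-7c and miR-199a-3p were not past it with the authors' values, nor was miR-199a-3p with quantile normalization. Let-7c, miR-10a and miR-199a-3p all stayed past it with normexp background correction and with no filter on dim probes.

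In the signal with its background, the share of miRNAs changed less than 1.2-fold was 95.7% at 25 mg/kg/day (jackknife SE 1.88, n = 18 arrays), 97.1% at 50 mg/kg/day (jackknife SE 2.74) and 95.7% at 75 mg/kg/day (jackknife SE 4.56). In 1000 simulations of unchanged groups with the same sizes, controls and spread, the median share was 98.6%, with 95% of simulations between 95.7% and 100%. Centring array medians alone moved the share at 75 mg/kg/day most, to 52.2%. That centring also moved the median log2 change of all miRNAs to -0.25, from -0.03 in the main processing. With the background subtracted the share was 59.4% in Agilent's total gene signal and 72.5% in the processed signal. Dose explained 47.0% of the variance that remained after slide means were removed (permutation P = 0.00019, one-sided, 100000 shuffles within slides), against a median of 19.9% in shuffled labels. Without miR-34a, which held 37.1% of that variance, dose explained 20.96% (permutation P = 0.424), which did not differ from shuffled labels.

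Of the 20 miRNAs listed as tied to p53, 11 were present and tested. Under the alternative that moved it most, Agilent's total gene signal, their mean log2 change at 75 mg/kg/day was 0.65, and with array medians centred it was negative (-0.15). The median log2 change of all 69 miRNAs was 0.18 and -0.25 under these settings, below the list mean in each. These means include miR-34a, whose fitted change was 33.2-fold and 3.64-fold there. The list was not run without miR-34a under these settings, so its other members are not shown to lie above the median. In the main processing the list had a mean log2 change of 0.16 at 75 mg/kg/day (fry adjusted P = 0.653). Of its members 6 were higher and 5 lower, and their median was 0.007. Neither fry nor camera passed 0.05 before adjustment. Without miR-34a the mean was -0.03 (fry adjusted P = 0.855), so the sign of the mean rested on miR-34a. Without replicate 1 at 75 mg/kg/day, the list with miR-34a passed 0.05 with fry before adjustment (mean 0.15 to 0.18 over the arrays left out). Adjusted over the list alone, 2 members passed at 75 mg/kg/day (miR-34a and miR-15b), against 1 over all miRNAs tested. At 50 mg/kg/day the mean was 0.11 and camera with its preset correlation gave P = 0.0252, a call that held neither under fry (P = 0.145) nor with an estimated correlation (P = 0.103). At 25 mg/kg/day the mean was 0.03 (fry adjusted P = 0.855). The median was below 0 at 25 and 50 mg/kg/day (-0.004 and -0.01), opposite in sign to the mean. Of the 9 blood cell miRNAs, 3 were tested (miR-144, miR-223 and miR-451), and their means were -0.13, -0.002 and -0.05 at the successive doses (fry adjusted P = 0.855 at each).

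**Figure D3:**
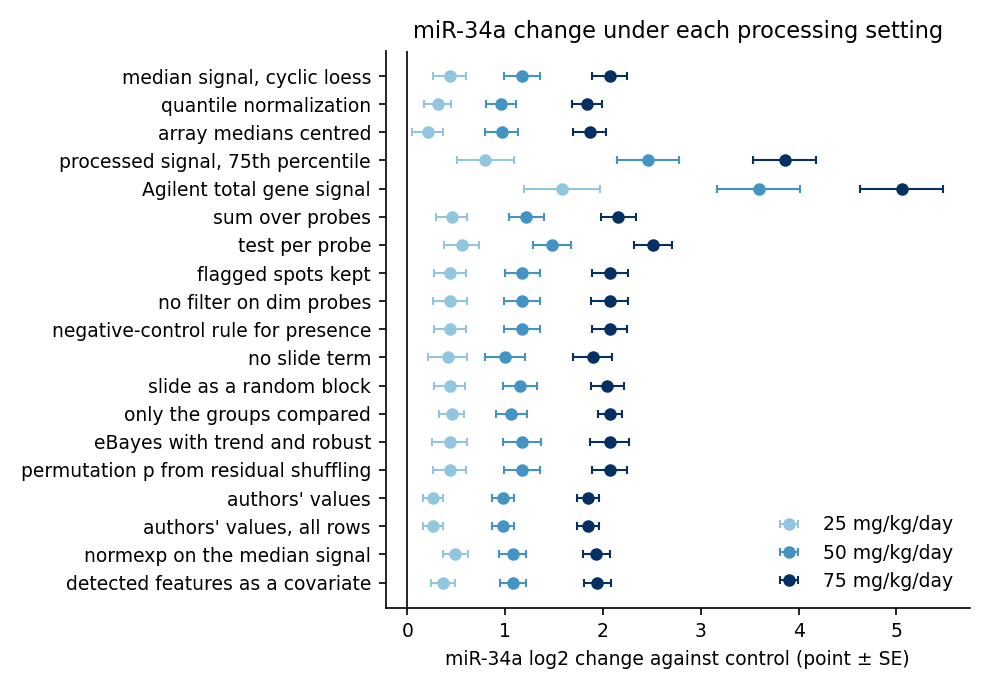
Log2 change of miR-34a against control (x axis, point ± SE) at 25, 50 and 75 mg/kg/day under each processing setting. The order of the doses is the same in each setting, while the size at 75 mg/kg/day runs from 1.84 to 5.05.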

Values the study reported

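The study reported fold changes of 1.20, 1.97 and 3.59 for miR-34 on the arrays at 25, 50 and 75 mg/kg/day BaP, with FDR-adjusted P-values of 0.19, 0.00 and 0.00. It described most of the other miRNA changes as smaller than 1.2-fold. MiR-34a was the sole miRNA reported with both an FDR-adjusted P below 0.05 and a fold change above 1.5, at 50 and 75 mg/kg. By RT-PCR, the study reported higher miR-34a than in controls at each dose. Its conclusion called that rise significant already at the lowest dose.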

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

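The test of what remains without the array named here and the test of slide were chosen only after the result was seen. MiR-322 at 25 mg/kg/day had 1 array apart from the other 4 of its group: replicate 2 was at 5.98 on the log2 scale, with the nearest array at 6.15 and the farthest at 6.21. The gap divided by the range was 0.752, above the critical value of 0.71 for 5 arrays. Of 36 groups checked, 1 had such an array, and chance gives about 1 in 20. Without that array, the change of miR-322 at 25 mg/kg/day was -0.16 ± 0.06 (SE; adjusted P = 0.403) against -0.18 with it, which argues against this array as the source of the lower signal. Neither value was past the threshold. This array was on slide 1, while 3 of the other 4 were on slide 3. Slide effects estimated on the 13 arrays of the other groups put slide 3 higher than slide 1 by 0.18. With those effects removed the gap of replicate 2 divided by the range was 0.0307, so a slide batch may account for the low array. Replicate 1, also on slide 1, was then the highest of the group at 6.15, with the lowest of the other 4 at 5.99. The gap of replicate 1 was not tested, so the removal is not shown to leave the group without an array apart. No biological explanation was tested.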

How the results depend on the processing

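The authors' values over all names, normexp background correction of the median signal, detected features as a covariate and the variance without miR-34a were chosen only after the result was seen. No paired analysis was possible because the replicate numbers only follow the order in which the arrays are listed. Of the alternatives fixed at the start, 3 were not run: the mean signal and normexp on it, since that column is in 7 of the 18 files, and processed signal scaled over all probes, since its 75th percentile was below 0 on some arrays.

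MiR-34a kept its direction and its side of the threshold at 25, 50 and 75 mg/kg/day, between 75 and 25 mg/kg/day and in the trend, under each of the 18, 18, 18, 18 and 17 alternatives that gave a value and in all 18 fits that left out 1 array. Under the alternatives its log2 change ran from 0.21 to 1.58 at 25 mg/kg/day, with adjusted P between 0.0886 and 0.882. At 50 mg/kg/day it ran from 0.95 to 3.59, with adjusted P between 2.78e-05 and 0.0160. At 75 mg/kg/day it ran from 1.84 to 5.05, with adjusted P between 6.54e-09 and 0.0100. In the fits that left out 1 array, the highest limma adjusted P at 50 mg/kg/day was 0.0199, without control replicate 1. Probes present on all arrays gave miR-34a no value. With the authors' values in the same model its fitted log2 changes at the 3 doses were 0.27, 0.98 and 1.84. Taken as fold changes and rounded alike, these are the values in the study's table, so the difference from that table lies in the values used and not in the model. With the processed signal both probes were at the floor on all 3 controls, so the fitted change at 75 mg/kg/day, 3.86, depends on that floor and is no bound. Signal over background limits these sizes: background left in the signal shrinks a fold change, and its subtraction leaves dim controls near 0.

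The number of miRNAs past the threshold at 25 mg/kg/day was 7 with the authors' values and 2 with the authors' values over all names. At 50 mg/kg/day it was 4 with Agilent total gene signal, 0 with probes present on all arrays, and 1 with quantile normalization, array medians centred, processed signal, sum over probes, no filter on dim probes, no slide term, slide as a random block, only the groups compared, eBayes with trend and robust, the authors' values over all names, normexp, and detected features as a covariate. At 75 mg/kg/day it was 1 with array medians centred and with no slide term, 2 with only the groups compared, and 9 with total gene signal and with no filter. Between 75 and 25 mg/kg/day it was 5 with the covariate, 0 with probes present on all arrays, and 1 with quantile normalization, array medians, processed signal, sum over probes, no filter, no slide term, a random block, only the groups compared, trend and robust, and both forms of the authors' values. In the trend it was 3 with quantile normalization and with the authors' values, 1 with array medians, 2 with processed signal and with no slide term, 13 with total gene signal and 4 with the authors' values over all names. The set of probes present on all arrays holds no miR-34a, which accounts for part of the drop in its counts. For let-7c there, and for the other alternatives, the cause was not tested.

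Let-7c, miR-10a and miR-199a-3p at 75 mg/kg/day lost the threshold under 5, 4 and 6 of 18 alternatives and reversed under none of these. Their adjusted P ran from 0.00360 to 0.768, from 0.000462 to 0.627 and from 0.00701 to 0.627.

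The share of miRNAs changed less than 1.2-fold at 75 mg/kg/day was 52.2% with array medians centred, 72.5% with processed signal, 59.4% with total gene signal and 88.4% with the authors' values. With array medians centred the median log2 change of all miRNAs was -0.25, against -0.03 in the main processing. The drop to 52.2% therefore goes with a shift of the whole set. For the other settings the cause was not tested. The mean of the p53 list reversed to -0.15 with array medians centred and to -0.023 with probes present on all arrays, which leave out miR-34a. With array medians centred the reversal went with the shift of the whole set, and the list mean stayed above the median of all miRNAs. That mean includes miR-34a, at 3.64-fold, and the list was not run without it there. The other members are therefore not shown to lie above that median. The list passed an unadjusted 0.05 with fry, which it did not in the main processing, at 0.45 with processed signal, 0.65 with total gene signal, 0.16 with normexp and 0.17 with the covariate. The cause of these calls was not tested. Among all alternatives the smallest fry P of the list before adjustment was 1.0e-05, so the list result depended on the processing. The variance explained by dose lost its call with array medians centred (15.9%, permutation P = 0.593), probes present on all arrays (20.1%, 0.494), no slide term (20.4%, 0.316) and miR-34a left out (20.96%, 0.424). The second and the last of these hold no miR-34a. For the others the cause was not tested.

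With each array left out in turn, the counts ran from 0 to 1 at 25 mg/kg/day (1 without control replicate 3), from 1 to 4 at 50, from 1 to 9 at 75 (1 without control replicate 1, 7 without control replicate 3, 9 without replicate 1 at 25 mg/kg/day), from 1 to 7 between 75 and 25 mg/kg/day and from 4 to 10 in the trend. The mean of the p53 list ran from 0.15 to 0.18 (past an unadjusted 0.05 with fry without replicate 1 at 75 mg/kg/day), the share changed less than 1.2-fold from 92.8% to 98.6% and the variance explained by dose from 43.3% to 53.2%.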

Other observations

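The tests of slide, the splits within slides and the tests of the miR-34b and miR-34c probes, of the let-7 family and of the viral names were chosen only after the result was seen.

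Other splits of the arrays were counted for each comparison, the real split included. At 25 mg/kg/day the real count was 0, so all 56 of 56 splits gave as many by construction, which does not test that count. However, 6 of the other splits there gave at least 1 miRNA past the threshold, and the largest gave 8. Regrouping alone can thus give several calls in these data. At 50 mg/kg/day 1 of 56 splits gave as many miRNAs past the threshold, at 75 mg/kg/day 2 of 56, between 75 and 25 mg/kg/day 2 of 100 drawn, and in the trend 1 of 100 shuffles. These splits move arrays between slides. With arrays moved only within slides, 1 of 24 splits gave as many between 75 and 25 mg/kg/day, the fewest that 24 allow. In the trend 1 of 100 shuffles within slides did. Both counts were thus rare among regroupings either way, which argues against chance but does not exclude it. At 50 and at 75 mg/kg/day 1 of 9 splits within slides gave as many, the fewest that 9 allow. There the count was rare only when slides are ignored, and so few splits within slides cannot decide. Each count is tested as a whole, so these splits do not exclude chance for a single call such as let-7c. The other split at 75 mg/kg/day swaps the controls with the arrays at 75 mg/kg/day on slides 1 and 3, and so mirrors the real split within those slides. The other split between 75 and 25 mg/kg/day exchanges replicates 1 and 2 at 25 mg/kg/day with replicates 1 and 5 at 75 mg/kg/day. It partly follows slide, since all arrays of one side are then on slides 1 and 2 and 4 of the 5 on the other side are on slide 3. It called miR-144 and miR-29a, and not miR-34a or let-7c. Within slides the real difference of miR-34a between these doses was 2.06 and 1.27.

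For the rise of miR-34a at 50 and 75 mg/kg/day, a slide batch as the whole cause is argued against by the lowest difference within a slide, 0.84, against a residual SD of 0.23. Signal from miR-34b or miR-34c is argued against by 0 arrays with such a probe well above background. MiR-34a was named in advance because the study had reported it from these arrays, so its rise here is not independent evidence. A response of miR-34a to BaP stays as a hypothesis that these tests do not exclude. The RT-PCR that the study reported is a separate measurement and was not re-analysed here.

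The 2 miR-34a probes differed in their change from 50 to 75 mg/kg/day by 0.27 ± 0.08 (SE). With the background subtracted the gap was -0.029 ± 0.24, so background left in the signal may be its source, though the larger error leaves room for a gap of the first size. No biological explanation was tested.

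For the lower let-7c, miR-10a and miR-199a-3p at 75 mg/kg/day, array yield cannot be told apart from a real decrease. With the number of detected features as a covariate the largest adjusted P of the 3 was 0.0108, but at this dose the covariate moved the other miRNAs by a median of only 0.024, against their median SE of 0.064, and changed 0 of their calls, so that fit is little of a test. Cyclic loess cannot be told apart from a real decrease: under 4 other scalings 12 of 12 changes were below 0, the highest at -0.034, but 2 of the 12 were past the threshold. For let-7c, 6 of the 7 other let-7 members tested were also lower, with a median of -0.10, so cross-hybridisation and a decrease of the family cannot be told apart, because either lowers the other members. An effect of BaP stays open.

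Changes at 50 and 75 mg/kg/day correlated across miRNAs without miR-34a (r = 0.884; miRNAs are not independent replicates). With the residuals shuffled, 10% of 100 shuffles gave as high a correlation (median 0.709), so shared controls and correlated noise may account for it. In 1000 simulations with shared controls and noise independent between miRNAs, 95% of the correlations lay between 0.347 and 0.879, below the observed value, and the share of all miRNAs with the same sign at both doses was 88.4% against 63.8% to 84.1%. Shared controls without correlated noise therefore gave a lower correlation. The correlations of 25 with 75 mg/kg/day (r = 0.656) and of 25 with 50 mg/kg/day (r = 0.495) lay inside their simulated ranges. These ranges were 0.188 to 0.814 and 0.224 to 0.826. An effect common to 50 and 75 mg/kg/day stays open.

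A probe of the viral name mghv-miR-M1-2 was well above background on 17 of 18 arrays, at 6.08 ± 0.13 in controls (SD, n = 3) and 6.21 ± 0.14, 6.20 ± 0.06 and 6.22 ± 0.06 (SD, n = 5) at the successive doses. With 0 other viral names with a probe well above background on any array, nonspecific binding may be the source. It did not differ between doses and control past the threshold (changes of 0.13, 0.11 and 0.14, limma adjusted P = 0.487, 0.407 and 0.228). Infection was not tested.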
